A study of Mus musculus with 8 samples.

How the data were processed

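Single-nucleus RNA sequencing was measured in 8 libraries of perilesional forebrain from male Swiss Webster mice aged 10 weeks. The labels place 2 libraries in each of 4 groups: control, BCAS, TBI (traumatic brain injury) and BCAS+TBI. They give BCAS only as an abbreviation, tied by the study's title to cerebral hypoperfusion, and they give no time between surgery and collection. The deposited files hold raw counts of unique molecular identifiers (UMIs) per gene and barcode, 1 matrix per library, made with Cell Ranger 7.0.0 per the file headers. The counts are whole numbers without normalization by the authors. No deposited barcode holds fewer than 500 UMIs. The genome build, the annotation release and the settings for calling nuclei are not stated, so gene symbols and Ensembl IDs are those that the files pair, and no coordinates are given.

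Barcodes with at least 500 UMIs, at least 300 genes and at most 5% mitochondrial UMIs were kept, and 4922 of the 53390 barcodes failed. Doublets were scored per library with Scrublet in scanpy 1.11.5 at an expected rate of 0.06. Its automatic threshold marked at most 0.0485% of barcodes in 7 libraries and 4.47% in TBI 2, so the 6% of barcodes with the highest score in each library were removed instead, which took out 3000 more. Clusters came from 3000 variable genes chosen across libraries, 30 principal components, 15 neighbours and Leiden at resolution 1 (igraph 0.11.9), with no batch integration. Each of the 36 clusters was named from fixed marker genes by the mean log2 fold of a class's markers over the other clusters, with a pseudocount of 10 CPM (UMIs of a gene scaled to a common total per class and library). A glial, vascular or striatal name needed a mean of at least 1.5 and 3 markers at least 2-fold higher and detected in 10% of nuclei. Neurons were named by a ratio of at least 5 between excitatory (Slc17a7, Slc17a6) and inhibitory (Gad1, Gad2, Slc32a1) markers. Neuron clusters below that ratio stayed unnamed. So did clusters with markers of 2 classes, haemoglobin genes among the leading 10, or a median doublet score over 0.1. Names are by markers only, so classes are called excitatory neuron-like, astrocyte-like and so on. The microglia-like class takes in other macrophages by design, with Mrc1 and F13a1 among its fixed markers.

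Counts were summed per library and class, since nuclei of 1 library are not replicates, and classes with at least 20 nuclei in every library were tested. For each class, edgeR 4.0.16 (R 4.3.3) fitted all 8 libraries with a term for the 4 groups (TMM normalization, filterByExpr with a minimum count of 10, quasi-likelihood test, two-sided). Contrasts were TBI, BCAS and BCAS+TBI against control, BCAS+TBI against TBI and against BCAS, the interaction, and the effect of each surgery averaged over the other. The SE given with an edgeR log2 fold change is its size divided by the square root of the F statistic of the test. It thus restates that test and is not a separate estimate. A class-gene pair is 1 gene in 1 class. The p-values of a contrast were adjusted by Benjamini and Hochberg jointly over all its class-gene pairs, at a threshold of 0.05. Shares of nuclei were compared between the 4 libraries with and the 4 without each surgery by exact two-sided permutation over the 70 assignments, adjusted over both surgeries and all classes. Gene lists were tested with fry (limma 3.58.1) in 4 contrasts: disease-associated and homeostatic microglia, reactive astrocyte, reactive oligodendrocyte, interferon response, hypoxia response and immediate early. A list needed 5 tested genes, and the interferon list in microglia-like nuclei did not reach that. These tests, the markers, the lists and the first group of other settings were fixed before the data were examined, and so was the rule for naming genes. By that rule, up to 8 genes per contrast past the threshold whose CPM did not overlap between the arms (no such condition for the interaction) are picked in order of p-value, without predicted and mitochondrial genes, and where none pass, the 3 pairs with the smallest p-values are named. Single genes of the fixed lists may be named for their list, and Xist as a check of sex. A gene that the rule picks is not reported here.

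The libraries fell into 2 sets by their total UMIs at the largest gap between their logarithms, each with 1 library of every group. A model with this library set as a further term (a block) is reported beside the model without it. This block and its own alternatives, the doublet rule, the limits used in naming clusters, the removal of nuclei with over 3 times the median UMIs of their class and library, and the clustering without Gfap were chosen after seeing the data. The other settings fixed in advance for genes and lists were the Wald test of DESeq2 1.42.0, RLE normalization, no filter on low counts, a minimum count of 30, adjustment within each class, only the groups compared, at least 1000 UMIs, all barcodes, doublets kept, resolutions 0.5 and 2, a filter on genes under 0.1 of their highest CPM over classes (free RNA), thinning to the same total, blocks for the replicate number and for the number that opens each file's name, camera with a correlation of 0.01, and leaving out each library. For shares they were the edgeR test on numbers of nuclei, centred log ratios, and only nuclei other than neurons.

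The method was tested on simulated counts with known changes, drawn at random around means fitted to the real counts. Beside library size and the known changes, the library set was the only difference between libraries in those means. The model with the block was thus the true model by construction. Only astrocyte-like, excitatory neuron-like, microglia-like and oligodendrocyte-like nuclei were simulated, without oligodendrocyte precursor-like nuclei. The rates with the block may therefore not hold for the real fits. For TBI averaged over BCAS, 7.63% of pairs changed 2-fold and 65.5% of those changed 4-fold were recovered without the block, and 65.3% and 97.1% with it, where 7.25% of the calls were false. For BCAS+TBI against TBI, 0% of 2-fold and 7.65% of 4-fold changes were recovered without the block, and 37.0% and 83.1% with it. Depth was 28118725 to 56135192 UMIs per library. Intervals for single libraries are 95% Wilson intervals from scipy 1.17.1 and cover counting error only. Ependymal-like nuclei, as few as 9 in a library, entered the shares but not the tests of genes.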

Results

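Nuclei from perilesional forebrain of male mice were profiled in 8 libraries, 2 per group, from control mice and mice that had BCAS surgery, TBI surgery or both. The groups form a design of 2 factors, which asks what each surgery does alone and, as the study's title puts the question, whether hypoperfusion changes the outcome of traumatic brain injury. The files held 6191 to 7882 barcodes per library with medians of 3276 to 6409 UMIs and 1865 to 2810 genes per barcode. Totals were 28118725 and 49569645 UMIs in control 1 and 2, 30279401 and 56135192 in BCAS 1 and 2, 33363564 and 50626451 in TBI 1 and 2, and 42651388 and 31397920 in BCAS+TBI 1 and 2. After filtering, 45468 nuclei remained, from 5030 to 7152 per library. Xist, read as a check of sex, had 13 to 41 UMIs per library.

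The libraries differed in a way that the groups do not explain. Control 1, BCAS 1, TBI 1 and BCAS+TBI 2 (set 1) had 28118725 to 33363564 UMIs, and control 2, BCAS 2, TBI 2 and BCAS+TBI 1 (set 2) had 42651388 to 56135192. Mitochondrial UMIs made up 1.204% (95% Wilson interval 1.1996% to 1.208%) in control 1 to 2.77% (2.77% to 2.78%) in BCAS+TBI 2 within set 1. Within set 2 they made up 0.511% (0.509% to 0.513%) in TBI 2 to 1.04% (1.04% to 1.04%) in control 2. Ribosomal protein genes held 0.705% ± 0.164 of the UMIs in set 1 and 0.266% ± 0.0235 in set 2 (mean and SD, n = 4 libraries each). The first principal component of the summed counts separated the sets in 10 of the 11 classes tested, all but the choroid plexus-like class, and held 22.6% to 86.2% of the variance over the 11 classes. Of 91593 class-gene pairs, 29351 (32.0%) differed between the sets at an adjusted p-value under 0.05 in edgeR. Each group has 1 library in each set, so the groups can be compared within sets, and results with the set as a block are given as well as those without it.

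**Figure D1:**
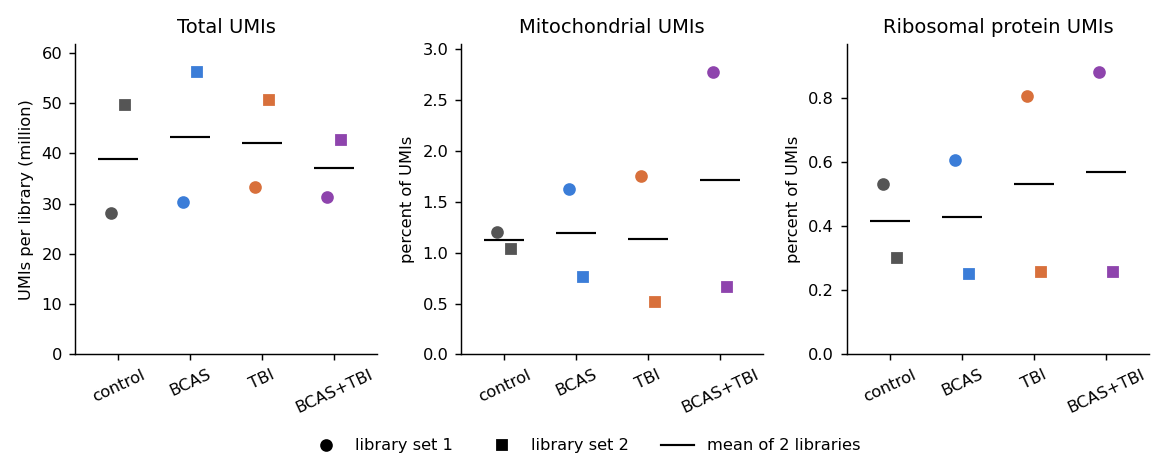
Total UMIs per library, and mitochondrial and ribosomal protein UMIs in percent of the library's UMIs, by group; circles are libraries of set 1, squares libraries of set 2, and lines the mean of 2 libraries. Set 1 spans 28118725 to 33363564 UMIs and set 2 spans 42651388 to 56135192.

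Clustering gave 36 clusters, and 12 cell classes were named by their markers. Excitatory neuron-like nuclei were the most numerous at 17966 (39.5%), in 13 clusters whose leading genes differ. There were 3869 inhibitory neuron-like, 3292 astrocyte-like, 2503 oligodendrocyte-like, 1298 striatal projection neuron-like, 1187 endothelial-like, 1149 oligodendrocyte precursor-like, 934 fibroblast-like, 696 microglia-like, 473 mural-like, 353 choroid plexus-like and 258 ependymal-like nuclei. A further 9 clusters stayed unnamed and held 28.1% ± 0.890 of the nuclei in BCAS, 22.4% ± 0.189 in TBI, 25.1% ± 1.09 in BCAS+TBI and 25.7% ± 3.20 in control (mean and SD, n = 2). Of all nuclei, 8678 (19.1%) were in unnamed neuron clusters below the ratio between excitatory and inhibitory markers. The largest of these clusters held 22 to 125 nuclei per library in set 1 and 766 to 1186 in set 2. The second largest held 492 to 721 in set 1 and 25 to 97 in set 2, so these clusters followed the library sets. Unnamed nuclei count in the total of a share but in no class. RNA of excitatory neurons was found in the 9 classes other than neurons. Evenly spread RNA was tested as its source only in oligodendrocyte precursor-like nuclei, as given below. In the other classes, whether it was free RNA or came from doublets was not tested. Slc17a7 and Slc17a6, markers of excitatory neurons, reached 53.8 to 171 CPM in these classes, at median depths of 877 to 2927 UMIs per nucleus, against 320 CPM in excitatory neuron-like nuclei at a median of 6394 UMIs.

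The shares of cell classes ask whether a surgery changed the make-up of the tissue. None of the 24 comparisons, 12 classes by 2 surgeries, passed the threshold (smallest adjusted p-value 0.954), and 0 had an unadjusted exact permutation p-value under 0.05. The smallest that 4 libraries against 4 allow is 0.0286, so 14 tests at that value would be needed to pass. The smallest p-value found, 0.0571 by exact two-sided permutation, was for fibroblast-like nuclei, which made up 1.64% ± 0.281 of nuclei with BCAS surgery and 2.47% ± 0.713 without (mean and SD, n = 4), a difference of -0.83 points that was -0.187 points in set 1 and -1.47 points in set 2. Endothelial-like nuclei made up 2.05% ± 0.857 with BCAS surgery and 3.05% ± 0.726 without (n = 4, exact permutation p-value 0.143), with differences of -1.17 points in set 1 and -0.841 points in set 2. With assignments kept within sets, the exact permutation p-value for endothelial-like nuclei was 0.0556, the smallest that the 36 such assignments allow. In none of the other settings fixed in advance did a share pass the threshold. In the edgeR test on numbers of nuclei, ependymal-like nuclei had a log2 fold change of -0.98 with TBI (unadjusted p-value 0.00379, adjusted 0.0910).

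**Figure D2:**
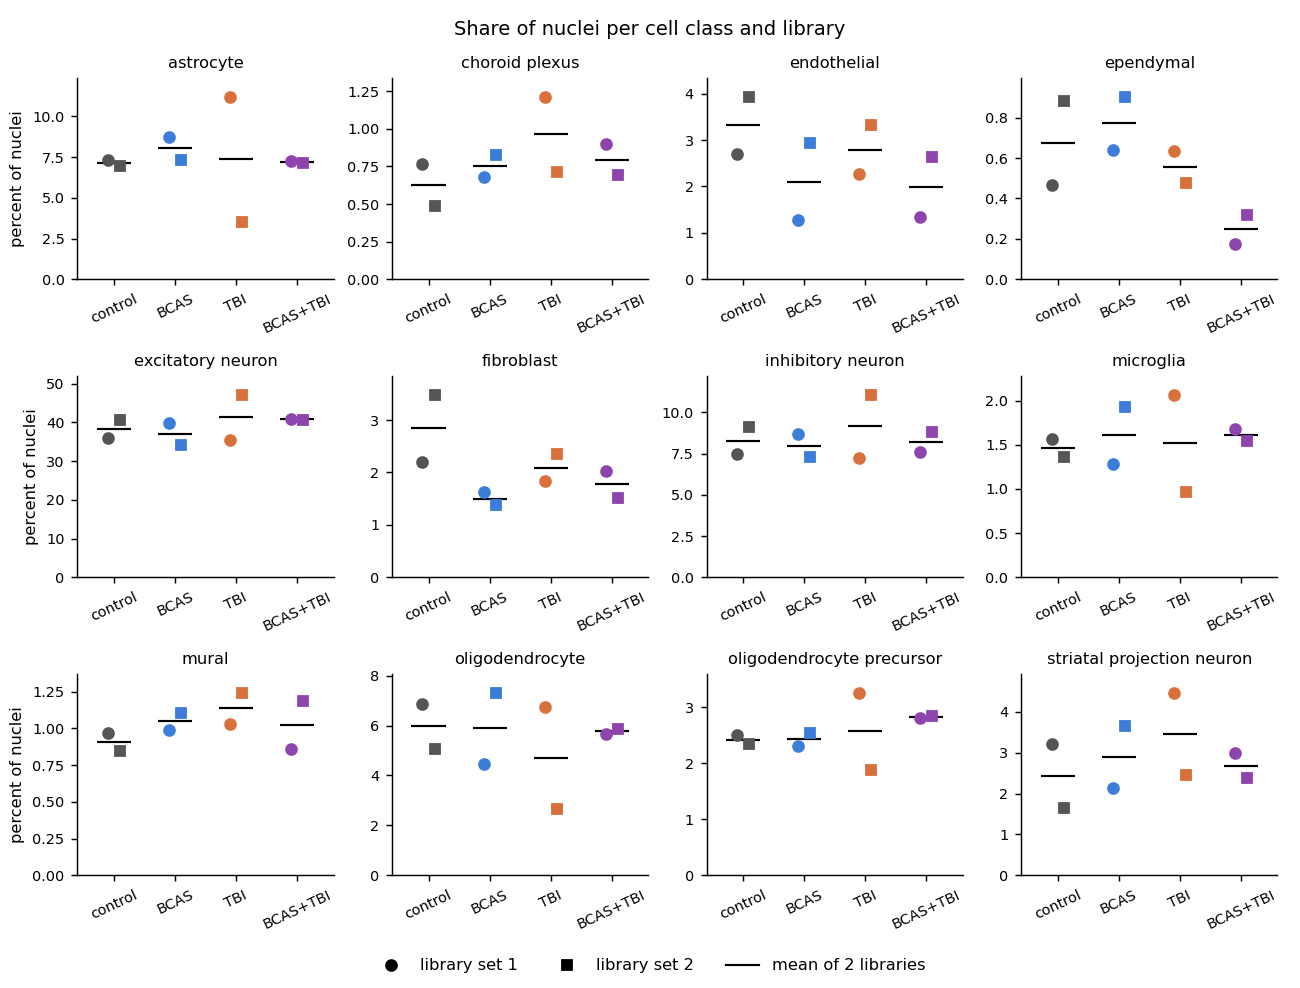
Percent of a library's nuclei in each of the 12 named classes, by group; circles are libraries of set 1, squares libraries of set 2, and lines the mean of 2 libraries. Fibroblast-like nuclei had a mean of 1.64% in the libraries with BCAS surgery and 2.47% in those without.

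Without the block, no class-gene pair passed the threshold in any of the 8 comparisons. The number with an unadjusted edgeR p-value under 0.05, of 91593 pairs tested in 11 classes, was 771 for TBI against control, 994 for BCAS against control, 721 for BCAS+TBI against control, 911 for BCAS+TBI against TBI and 1244 for BCAS+TBI against BCAS. It was 1087 for the interaction, 955 for TBI averaged over BCAS and 823 for BCAS averaged over TBI. The smallest adjusted p-value was 0.519, for the interaction. The setting that moved these counts most among those fixed in advance was leaving out the filter on low counts, which gave 18 to 48 pairs per comparison among 262424. On simulated changes of 2-fold, this model recovered 7.63% of pairs for TBI averaged over BCAS and 0% for BCAS+TBI against TBI. Changes of that size were thus mostly not detectable by this model in the simulated classes.

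With the library set as a block, 15 pairs passed for TBI against control (14 higher), 22 for BCAS against control (22 higher), 2 for BCAS+TBI against control, 12 for BCAS+TBI against TBI (all lower) and 16 for BCAS+TBI against BCAS (14 lower). For the interaction 51 passed (all lower), for TBI averaged over BCAS 4 and for BCAS averaged over TBI 0, where 3281 pairs had an unadjusted p-value under 0.05. Over the 8 comparisons these were 122 calls, 92 of them in oligodendrocyte precursor-like nuclei, from 66 distinct class-gene pairs, 43 of them in that class. With the block, DESeq2 in place of edgeR gave 69 calls, of which 36 were among the 122. Without nuclei of over 3 times the median UMIs of their class and library (1568 nuclei, 3.45%), there were 24 calls and 7 of them were among the 122. Leaving out 1 library moved these counts. BCAS+TBI against TBI had 0 pairs without BCAS 2 and 56 without control 2, TBI averaged over BCAS had 1 without BCAS+TBI 2 and 169 without BCAS 2, and BCAS averaged over TBI had 68 without BCAS 2 (58 higher) and 60 without BCAS 1 (56 lower). The interaction had 33 higher and 57 lower pairs without BCAS 1.

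**Figure D3:**
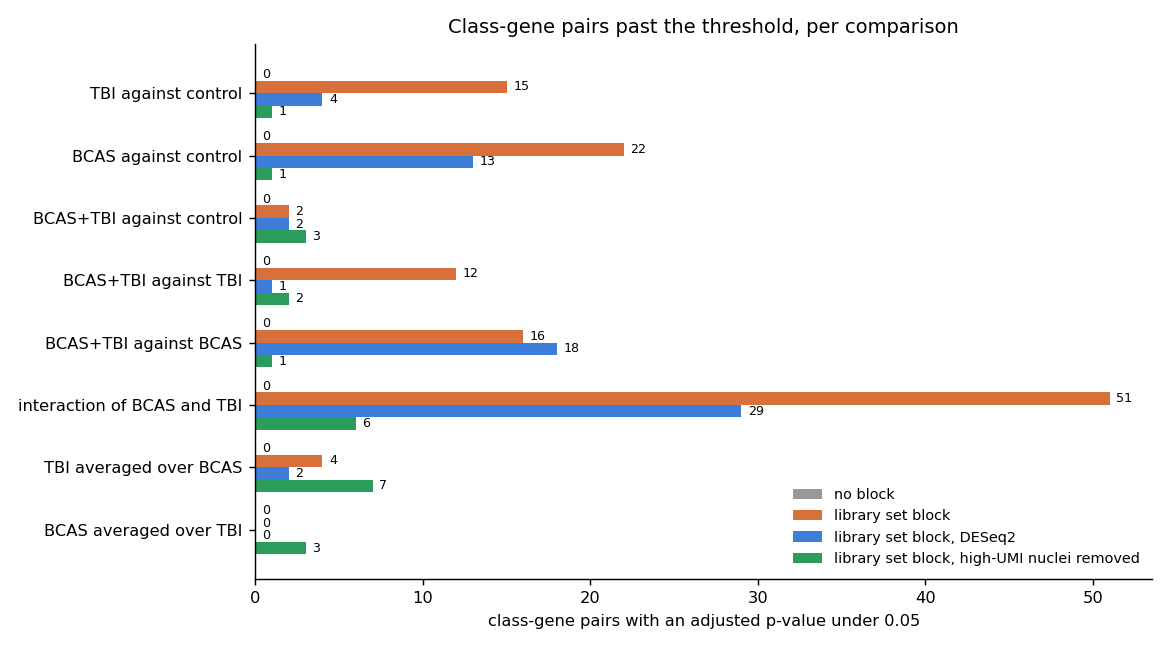
Number of class-gene pairs with an adjusted p-value under 0.05 for each of the 8 comparisons, without a block and with the library set as a block in edgeR, in DESeq2, and in edgeR without high-UMI nuclei. The interaction has 0 pairs without the block and 51, 29 and 6 pairs in the 3 models with it.

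In oligodendrocyte precursor-like nuclei the pairs were higher in BCAS (17 pairs) and in TBI (12 pairs) than in control, and lower in BCAS+TBI than in BCAS (10 pairs) and in TBI (12 pairs). Cntnap2 (ENSMUSG00000039419) had 230 ± 156 CPM in control, 1043 ± 31.8 in BCAS, 696 ± 7.73 in TBI and 236 ± 3.79 in BCAS+TBI (mean and SD, n = 2). Its interaction was -3.77 on the log2 scale (SE 0.31, adjusted edgeR p-value 6.01e-08 with the block), against -3.75 (SE 0.55, adjusted 0.519) without the block. With the block the interaction was -4.32 for Nell1 (ENSMUSG00000055409; SE 0.49, adjusted edgeR p-value 1.84e-05), -3.35 for Slit2 (ENSMUSG00000031558; SE 0.46, adjusted 0.000333) and -2.70 for Meg3 (ENSMUSG00000021268; SE 0.24, adjusted 2.65e-07). The naming rule also gave Snhg11, Zfp385b, Ptprd and Efna5 for the interaction, all in this class, with log2 values of -4.63 to -1.82. All 41 interaction pairs in this class were genes with a higher level in excitatory neuron-like nuclei. Without high-UMI nuclei 3 pairs of the class passed, of which 2 were among the 41: Kcnip4 (-2.14, SE 0.28) and Meg3 (-1.31, SE 0.23), named here after their values were seen. Of the UMIs that these nuclei held in 231 genes of excitatory neurons, high-UMI nuclei carried from 19.9% in BCAS+TBI 1 to 68.1% in BCAS 1, though they numbered 1 to 6 per library. With high-UMI nuclei left in, the number of interaction pairs over all classes ranged from 28 without TBI 2 to 146 without control 1 across the 8 fits that each left out a library.

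In astrocyte-like nuclei, Gfap (ENSMUSG00000020932) had 360 ± 194 CPM in the 4 libraries with TBI surgery and 177 ± 39.2 in the 4 without (mean and SD), and all 4 with TBI surgery were above the 4 without. The lowest with TBI, 224 CPM in TBI 2, lay close to the highest without, 221 CPM in BCAS 1, and the highest was 644 CPM in TBI 1. The log2 fold change for TBI averaged over BCAS was 0.97 with the block (SE 0.15, adjusted edgeR p-value 0.0411) and 1.01 without (SE 0.33, adjusted 1.00). The adjusted p-value with the block was 1.00 in DESeq2 (log2 fold change 0.94). Over the 6 alternatives with the block it was 0.00768 to 1.00. Of the 8 fits that each left out a library, 3 passed the threshold, with log2 fold changes over the 8 of 0.64 (without TBI 1, adjusted p-value 0.283) to 1.19. It did not pass without BCAS 1 (0.97), control 1 (0.78), BCAS+TBI 1 (0.85) or BCAS+TBI 2 (1.06) either. Within sets, Gfap in set 1 was 190 in control 1, 221 in BCAS 1, 644 in TBI 1 and 321 CPM in BCAS+TBI 2, and in set 2 it was 170 in control 2, 127 in BCAS 2, 224 in TBI 2 and 250 CPM in BCAS+TBI 1. Its interaction with BCAS did not pass the threshold.

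Nnat (ENSMUSG00000067786) was lower in astrocyte-like nuclei of TBI libraries. It had 953 ± 307 CPM in control, 713 ± 524 in BCAS, 411 ± 120 in TBI and 346 ± 44.2 in BCAS+TBI (mean and SD, n = 2), and BCAS 2, at 343 CPM, lay within the range of the TBI libraries. BCAS+TBI against control gave a log2 fold change of -1.42 with the block (SE 0.20, adjusted edgeR p-value 0.0219) and -1.45 without (SE 0.49, adjusted 1.00). In DESeq2 with the block that comparison had an adjusted p-value of 1.00 (log2 fold change -1.41), against 0.000443 to 1.00 over the 6 alternatives. For TBI averaged over BCAS it was -1.04 with the block (SE 0.14, adjusted edgeR p-value 0.0107); Nnat was singled out for that comparison after its values were seen, since its CPM overlapped between the arms. The adjusted p-value of Nnat for TBI averaged over BCAS was 0.441 in DESeq2 with the block and 0.000341 to 0.441 over the 6 alternatives. Leaving out a library gave -1.28 to -0.74, and it did not pass without TBI 1 (-0.97) or BCAS+TBI 2 (-0.88). The other pair for BCAS+TBI against control was Cadps2 (ENSMUSG00000017978) in inhibitory neuron-like nuclei, at 173 ± 46.0 CPM in control and 300 ± 50.2 in BCAS+TBI (n = 2), a log2 fold change of 0.80 with the block (SE 0.11, adjusted edgeR p-value 0.0221) and 0.78 (SE 0.40) without. Cadps2 did not pass at resolution 2 (0.73, adjusted p-value 0.0971, against 0.000183 to 0.0971 over the 6 alternatives) or without TBI 1 (0.81, adjusted 0.0506). Beside Gfap and Nnat, the pairs for TBI averaged over BCAS were Fam19a1 and Gm32647 in fibroblast-like nuclei (log2 fold changes of -1.50 and -2.60), named after their values were seen; both lead clusters of excitatory neuron-like nuclei and neither passed without high-UMI nuclei.

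**Figure D4:**
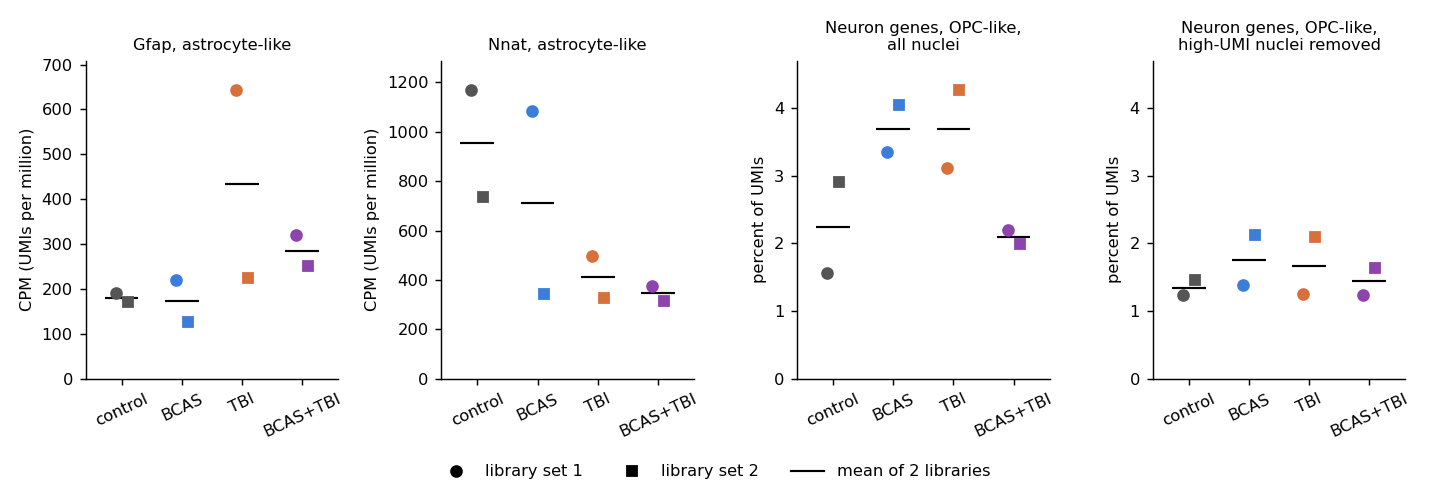
CPM of Gfap and Nnat in astrocyte-like nuclei, and percent of UMIs from 231 genes of excitatory neurons in oligodendrocyte precursor-like (OPC-like) nuclei with and without high-UMI nuclei, by group; circles are libraries of set 1, squares libraries of set 2, and lines the mean of 2 libraries. Gfap is 224 to 644 CPM with TBI surgery and 127 to 221 CPM without.

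By the naming rule, the pairs with the smallest p-values without the block are given as not past the threshold, with unadjusted edgeR p-values of 1.14e-05 to 0.00182. For TBI against control they were Nell1 and ENSMUSG00000116610 in precursor-like and Adcy2 in oligodendrocyte-like nuclei, with log2 fold changes of 2.34, 2.36 and 3.69. For BCAS against control they were Nell1 (2.52), Cntnap2 (2.15) and Grm8 (2.08) in precursor-like nuclei. For BCAS+TBI against control they were Egfem1 in fibroblast-like (-2.26), Il1rapl2 in mural-like (3.71) and Anks1b in microglia-like nuclei (2.25). For BCAS+TBI against TBI they included Slit2 (-1.86) in precursor-like and Ntn4 (-4.73) in mural-like nuclei, and against BCAS they were Slit2 (-1.95), Cntnap2 (-2.17) and Zfp385b (-2.08) in precursor-like nuclei. For the interaction they were Nell1, Slit2 and Cntnap2. For TBI averaged over BCAS they were Epha3 (-1.32) and Snph (-1.96) in fibroblast-like and Egfem1 (-1.62) in endothelial-like nuclei. For BCAS averaged over TBI they were Hs6st3 (1.90) and Anks1b (1.74) in microglia-like and Ntn4 (-2.94) in mural-like nuclei, and with the block, where they did not pass either, they were Malat1 in precursor-like (-0.27) and Adamtsl1 and Trpm3 in inhibitory neuron-like nuclei (0.45 and 0.41). Of the pairs named here without the block, those of Nell1, Cntnap2, Grm8, Slit2 and Zfp385b in precursor-like nuclei passed with the block in the same comparisons, with adjusted edgeR p-values of 6.01e-08 to 0.0436, and none of these is among the 24 calls made without high-UMI nuclei. The other pairs named without the block did not pass with it, with adjusted p-values of 0.0658 to 1.00.

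None of the 36 tests of gene lists passed the threshold under fry without the block (smallest adjusted p-value 0.936), and 0 had an unadjusted p-value under 0.05. With the block none passed (smallest adjusted p-value 0.508) and 3 had an unadjusted p-value under 0.05. For TBI averaged over BCAS, the mean log2 fold change was 1.09 for the reactive astrocyte list (10 of 10 genes higher, fry p-value 0.174; mean 0.66 without Cxcl10, which had 0 UMIs in 4 libraries), 0.43 for disease-associated microglia (8 of 10, 0.506), 0.01 for homeostatic microglia (5 of 11, 0.986) and 0.47 for reactive oligodendrocytes (8 of 8, 0.326). It was 0.42 for the interferon list in endothelial-like nuclei (5 of 6, fry p-value 0.0677) and 0.26 for the immediate early list in excitatory neuron-like nuclei (12 of 12, 0.288). The hypoxia list was at -0.00 in astrocyte-like, -0.07 in endothelial-like and 0.08 in excitatory neuron-like nuclei (fry p-values 0.802, 0.383 and 0.409). With the block the mean log2 fold changes for TBI averaged over BCAS were 1.02 for reactive astrocytes, 0.34 for disease-associated microglia, 0.00 for homeostatic microglia, 0.40 for reactive oligodendrocytes, 0.38 for interferon and 0.28 for immediate early genes, with fry p-values of 0.171, 0.0331, 0.952, 0.0448, 0.120 and 0.253. For the hypoxia list they were -0.02, -0.07 and 0.09 in the same order of classes, with fry p-values of 0.378, 0.269 and 0.183. Without the block, for BCAS averaged over TBI these 9 values were between -0.23 and 0.18, for BCAS+TBI against TBI between -0.40 and 0.43, and for the interaction between -0.83 and 0.60. With the block the ranges were -0.22 to 0.20, -0.36 to 0.44 and -0.74 to 0.59, and the homeostatic list had an unadjusted fry p-value of 0.0207 for the interaction. Camera with a preset correlation called 8 of the 36 tests, 5 of them for TBI averaged over BCAS, and none of the 8 holds under fry. Fry without the block cannot decide about these 8 calls. Even a simulated 4-fold shift of the disease-associated microglia list had an adjusted p-value of 0.976 under it. Leaving out TBI 1 took the reactive astrocyte list from 1.09 to 0.31, and leaving out BCAS 1 brought 3 tests of the immediate early list past the threshold.

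By single genes, 0 of 360 tests of a list gene passed when adjusted over the list alone and 0 when adjusted over all pairs, with 12 at an unadjusted edgeR p-value under 0.05. With the block, 14 passed when adjusted over the list alone and 1, Gfap, when adjusted over all pairs. Of the 14, 5 were reactive astrocyte genes higher with TBI: Gfap, Vim (0.74), Osmr (1.42) and Aspg (0.69), each with its log2 fold change, and Cxcl10, which had 0 UMIs in 4 of the 8 libraries. With the block, leaving out TBI 1 gave 0.20 for Vim, 0.34 for Aspg and 0.96 for Osmr. Vim was 9.48 CPM in TBI 2, below the 11.4 and 13.2 CPM of control 2 and BCAS 2 in its set. Aspg was 16.04 CPM in BCAS+TBI 2 against 16.7 CPM in BCAS 1, and 25.6 CPM in BCAS+TBI 1 against 37.3 CPM in control 2. In TBI 1 and TBI 2 Aspg had 66.2 and 43.6 CPM, above every library without TBI surgery. In set 2 Cxcl10 was 0 CPM in TBI 2 and BCAS+TBI 1 and 2.63 CPM in BCAS 2. In set 1 Cxcl10 was 41.3 CPM in TBI 1 and 28.9 CPM in BCAS+TBI 2. Another 3 were Trem2 (0.88), Cd9 (0.69) and Ctsd (0.56), higher with TBI in microglia-like nuclei, a class that also takes in other macrophages. The last 6 were Junb (0.94), Arc (0.97), Dusp1 (0.76) and Jun (0.88) for the interaction in excitatory neuron-like nuclei, and Aspg for 2 contrasts of BCAS in astrocyte-like nuclei. Aspg was at -1.10 for BCAS averaged over TBI and -1.46 for BCAS+TBI against TBI. For Junb, Arc, Dusp1 and Jun, BCAS 2 had the lowest CPM of the 8 libraries. Leaving out a library gave 0.48 to 1.42 for Arc and 0.44 to 1.24 for Jun. Over the alternatives with the block, Jun fell to 0.16.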

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

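The library set block and the removal of high-UMI nuclei were chosen after seeing the data, and so were the tests here of evenly spread free RNA and of blood.

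The interaction of BCAS and TBI had 51 class-gene pairs past the threshold with the library set as a block, by a test of the difference between the 2 effects of TBI, and 0 without the block (1087 at an unadjusted p-value under 0.05). All 51 were lower than the sum of the single surgeries, but without BCAS 1 there were 33 higher and 57 lower, and without BCAS+TBI 1 there were 24 higher and 50 lower. With all libraries, 41 of them were in oligodendrocyte precursor-like nuclei. All 41 had a higher level in excitatory neuron-like nuclei. Neuron RNA in proportion to the UMIs of each nucleus would give high-UMI nuclei about the same percent of the neuron-gene UMIs as of all UMIs. An equal amount in each nucleus would give them a lower percent. High-UMI nuclei held at least 2.99 times their percent of all UMIs in each of the 8 libraries, which argues against evenly spread RNA of either kind as the whole cause. A few nuclei of very high UMI count that hold neuron RNA, such as doublets of a precursor and a neuron, are a candidate explanation: without nuclei of over 3 times the median UMIs, 3 pairs of the class passed and 2 of them were among the 41. The neuron genes then held 1.23% and 1.46% of UMIs in control, 1.38% and 2.13% in BCAS, 1.25% and 2.09% in TBI, and 1.64% and 1.24% in BCAS+TBI, against 1.57%, 2.91%, 3.35%, 4.05%, 3.12%, 4.27%, 1.99% and 2.20% with them. For the 3 pairs left, evenly spread RNA cannot be told apart from other causes: the lowest median percent of neuron-gene UMIs per nucleus of BCAS and TBI minus the highest of control and BCAS+TBI was -0.0882 in set 1 and 0.3299 in set 2. Of the 18 splits that keep 2 libraries of each set on a side, the split for the interaction, with 64 pairs when fitted as 2 groups, alone gave as many (1 of 18, the smallest share these splits can give), so a grouping by chance cannot be told apart from it. With called doublets kept and the set as a block, the interaction had 8 pairs over all classes, not more than the 51. That goes against doublets as the explanation. The clusters of that run were made anew, so the nuclei in each class also differed and it cannot decide. A true interaction of the surgeries in neuron genes of this class stays open as untested.

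The homeostatic microglia list moved apart with TBI: its mean log2 CPM in microglia-like nuclei was lower in TBI (8.70 and 8.82) than in control (9.37 and 8.98), and higher in BCAS+TBI (8.92 and 9.11) than in BCAS (8.71 and 8.45). The difference between the 2 effects was 0.85 as a mean over all 12 genes of the list. This opposite movement was looked for in 22 values and was not itself tested. Over the 11 genes that were tested the interaction was smaller, at 0.60 without the block and 0.59 with it. For these 11 genes fry gave an unadjusted p-value of 0.185 (adjusted 0.936), and 0.0207 (adjusted 0.508) with the block. Other macrophages, which the fixed markers place in this class by design, would dilute the list where their markers rise. The summed level of Mrc1 and F13a1 differed between the 2 effects by -2.44 on the log2 scale. Within sets that difference was -4.28 in set 1 and -0.61 in set 2. Per library the summed level was 25.9 and 583 CPM in control, 408 and 523 CPM in TBI, 1085 and 527 CPM in BCAS, and 309 and 850 CPM in BCAS+TBI, so the libraries overlapped. Control 1 had the highest list mean and the lowest macrophage level, while BCAS+TBI 2 was high in both. With 2 libraries per group that overlap, other macrophages cannot be told apart from a change in the list's genes. Without high-UMI nuclei the difference between the 2 effects was 0.84, which argues against a few such nuclei. Each group has 1 library in each set, so a difference between the sets that adds to every group alike cancels from this value by construction. Within sets the difference between the 2 effects was 1.07 in set 1 and 0.63 in set 2. A true difference between the surgeries stays open as untested.

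Nuclei led by haemoglobin genes, which no comparison used, made up 0.225% of the nuclei on average in TBI, and both TBI libraries were above both control libraries. Beside 3 haemoglobin genes, the 10 leading genes of this cluster include Cldn5 and Ly6c1, and endothelial-like was its best class by markers (2.50), so these nuclei are not blood cells by their markers alone. This was looked for in 4 kinds of unnamed nuclei in 3 groups against control, and the difference was not tested. They were 0.338% in TBI 1 (17 of 5030 nuclei, 95% Wilson interval 0.211% to 0.541%) and 0.112% in TBI 2 (8 of 7152, 0.0567% to 0.221%), against 0.0373% (0.0102% to 0.136%) and 0.0898% (0.0384% to 0.210%) in control 1 and 2. The interval of TBI 2 overlaps both of the control libraries. They were 0.0194% and 0.109% in BCAS 1 and 2, and 0.0354% and 0.195% in BCAS+TBI 1 and 2, so BCAS+TBI 1, also with TBI surgery, was no higher than either control library, and the pattern did not hold for all libraries with TBI surgery. Blood in the tissue would also leave haemoglobin RNA in the other nuclei. In TBI 1 these held 386 CPM of haemoglobin genes, above the 51.3 and 170 CPM of the control libraries, so blood in that sample is consistent with this test. In TBI 2 they held 43.9 CPM, below both control libraries, which argues against it there. In BCAS+TBI 2 they held 248 CPM and in BCAS+TBI 1 79.1 CPM. The source of the haemoglobin RNA was not tested further, and a change in endothelial nuclei stays open as untested.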

How the results depend on the processing

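All settings with the library set as a block and the removal of high-UMI nuclei were chosen after the result was seen; the other settings without it were planned, on nuclei kept and named by a doublet rule and naming limits that were chosen after seeing the data. The cause of the changes below was not tested, except where stated. A count of 0 passed no threshold and has no direction.

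Without a block the 8 comparisons gave 0 pairs (721 to 1244 at an unadjusted p-value under 0.05), and also with RLE normalization, a minimum count of 30, resolutions 0.5 and 2, doublets kept, at least 1000 UMIs, all barcodes, the free-RNA filter, thinning, the groups compared alone (5 pairwise comparisons), the replicate block (0 pairs) and each library left out. In the order TBI against control, BCAS against control, BCAS+TBI against control, BCAS+TBI against TBI, BCAS+TBI against BCAS, interaction, TBI averaged and BCAS averaged, leaving out the filter on low counts gave 19, 48, 18, 20, 47, 45, 32 and 39 pairs, and the block for the number that opens the file's name gave 3, 9, 2, 1, 6, 22, 2 and 0. The library set block gave 15, 22, 2, 12, 16, 51, 4 and 0. DESeq2 gave 2 for BCAS against control, 1 for BCAS+TBI against BCAS and 8 for the interaction, and adjustment within each class gave 3 for the interaction. For genes, the replicate number does not pair libraries: between replicates 1 and 2 the log2 ratios of excitatory neuron-like nuclei correlated across genes at 0.869 to 0.893 among control, BCAS and TBI and at -0.922 to -0.881 with BCAS+TBI.

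With the library set block, in the same order, DESeq2 gave 4, 13, 2, 1, 18, 29, 2 and 0 pairs, removing high-UMI nuclei 1, 1, 3, 2, 1, 6, 7 and 3, resolution 2 gave 17, 74, 1, 14, 20, 80, 3 and 1, keeping doublets 0, 7, 7, 1, 12, 8, 10 and 1, thinning 18, 21, 3, 16, 22, 47, 2 and 4, and the free-RNA filter 18, 15, 2, 12, 14, 35, 6 and 0. For the 0 with doublets kept, 4050 pairs had an unadjusted p-value under 0.05. Across the fits that each left out a library, counts were 15 to 45 for TBI against control, 37 to 56 for BCAS against control, 5 to 10 for BCAS+TBI against control, 0 (without BCAS 2) to 56 (without control 2) for BCAS+TBI against TBI, 21 to 80 for BCAS+TBI against BCAS, 28 (without TBI 2) to 146 (without control 1) for the interaction, 1 (without BCAS+TBI 2) to 169 (without BCAS 2) for TBI averaged and 0 to 68 (without BCAS 2) for BCAS averaged. Pairwise comparisons were fitted only without libraries of the groups not compared.

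No share passed the threshold in any alternative. For gene lists, camera gave 8 tests past the threshold, with a preset correlation between genes, and none holds under fry. The fits that each left out a library gave 0 to 3, with 3 only without BCAS 1. Among single genes and lists, no value past the threshold reversed its direction. Values not past it did change sign: without a block, leaving out a library took Vim with TBI to -0.18 and Malat1 with BCAS to 0.12. Each value was also labelled by how far it changed, with limits that are not given here, so these tallies are only rough. Of the log2 fold changes 72 became stronger, 20 moved and 805 were labelled the same. Of the gene lists 11 became stronger and 661 were labelled the same. Of the counts of class-gene pairs, 26 moved and 143 were the same without the block. With the block 63 of these counts moved and 29 were the same. The model without the block recovered 7.63% of simulated 2-fold changes for TBI averaged over BCAS, and at the same depth the model with the block recovered 65.3%. The simulated means were fitted with the library set as their only term, which favours the model with the block. A simulated 2-fold shift of the disease-associated microglia list had an adjusted fry p-value of 0.998 without the block and 0.0391 with it. For a 4-fold shift these were 0.976 and 0.00524, so fry without the block cannot decide about the calls of camera.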

Other observations

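The tests here of free RNA for Gfap and Nnat, the clustering without Gfap and all values with the library set as a block were chosen after the results were seen.

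The 8 libraries fell into 2 sets of 4 that cut across the groups. A difference in depth alone would vanish once the counts are thinned to the same total, and 24031 of 75640 pairs still differed between the sets after thinning, which argues against it as the whole cause. More cytoplasmic RNA in set 1 is a candidate explanation: its lowest percent of mitochondrial UMIs was 1.204%, above the highest of set 2 (1.04%), and its lowest percent of ribosomal protein UMIs was 0.530%, above the highest of set 2 (0.301%). What made the libraries differ was not tested, and the labels give no batch. The library numbers do not follow the sets, since BCAS+TBI 2 is in set 1 and BCAS+TBI 1 in set 2; whether the numbers of that group were exchanged was not tested.

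Other splits of the 8 libraries into 4 and 4 were counted for the comparisons of 4 against 4. Without the block, all 35 splits gave as many pairs as TBI averaged over BCAS, all 35 as many as BCAS averaged over TBI and all 35 as many as the interaction, since each real split gave 0. The split along the library sets gave 31224 pairs. Within sets, all 18 splits gave as many pairs as TBI averaged over BCAS and all 18 as many as BCAS averaged over TBI, which had 0 pairs when fitted as 2 groups with the set as a block. A split with 0 pairs is matched by every other split whatever the data, so these counts decide nothing. With 18 splits no share can fall under 0.05 either, so a grouping by chance cannot be told apart from an effect by these counts.

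Gfap was higher in astrocyte-like nuclei of TBI libraries with the library set as a block. With Gfap left out of the clustering and the markers, the log2 fold change was 0.98, which argues against its part in making the clusters as the cause. Within the largest astrocyte-like cluster it was 0.97, which argues against a different mix of clusters as the whole cause, and in the second cluster it was 0.52 (unadjusted edgeR p-value 0.189). The highest level of Gfap in the other tested classes was 44.6 CPM, below its rise of 183 CPM in astrocyte-like nuclei, which argues against free RNA. A response of astrocytes to TBI may remain as a hypothesis, found and tested on the same data; the call did not hold in DESeq2 with the block, and without TBI 1 the log2 fold change was 0.64.

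Nnat was lower in astrocyte-like nuclei of TBI libraries with the library set as a block. Within the largest astrocyte-like cluster the log2 fold change was -0.96 and in the second cluster it was -0.93, which argues against a different mix of clusters as the whole cause. In the class with the least Nnat its mean was 27.5 CPM in libraries without TBI, far below the 455 CPM by which it differed in astrocyte-like nuclei, which argues against evenly spread free RNA. The highest level of Nnat in the other tested classes was 2428 CPM, above its level in astrocyte-like nuclei. Without high-UMI nuclei the log2 fold change was -1.01. Other ways for RNA of such a class to reach astrocyte-like nuclei unevenly were not tested. The level in BCAS 2 (343 CPM) was within the range of the TBI libraries, so other causes of a low level stay open as untested.

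Nuclei in clusters of a high doublet score made up 0.895% of TBI 2 (64 nuclei, 95% Wilson interval 0.701% to 1.14%) and 4.53% to 8.69% of the other 7 libraries. TBI 2 also had the lowest share of astrocyte-like nuclei, 3.52% (3.12% to 3.98%), and of oligodendrocyte-like nuclei, 2.66% (2.31% to 3.06%).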
